A study of Homo sapiens and Mus musculus with 39 samples. Its data were reported in "High-sensitivity in situ capture of endogenous RNA-protein interactions in fixed cells and primary tissues" (2024).

How the data were processed

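The libraries come from INSCRIBE, in which APOBEC1 fused to a nanobody against rabbit IgG (APO1-Nb) is recruited by an antibody to an RNA-binding protein in fixed cells, and C-to-U changes in RNA mark where it was. Groups were taken from the sample labels alone. HEK293T cells fixed with PFA or MeOH had 4 groups each (anti-RBFOX2, anti-TDP-43, enzyme-only without antibody, buffer-only without antibody and enzyme), methanol-fixed mouse brain had 3 (anti-RBFOX2, enzyme-only, buffer-only), and every group had 3 libraries. The remaining 6 libraries are an RBFOX2 series at APO1-Nb dilutions of 1:50, 1:100, 1:200, 1:500, 1:1000 and 1:2000. The labels give the cell line as HEK293XT, which the study states is a clone of HEK293T and calls HEK293T. HEK293T replicates are separate slides and brain replicates are single slices that share animals, so the p values over slices are too small. The study's legends call its replicates technical, and its reporting summary describes them as wells of HEK293T cells. The HEK293T p values therefore cover variation between slides of a cell line, not between independent biological samples. The labels call the dilution libraries mouse brain, but their positions are human, and they were handled on the human genome without a cell type. Library kit names differ between labels (stranded mRNA) and text (total RNA after removal of ribosomal RNA), so it is open whether introns are held at their true share.

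Reads were single-end. The authors removed repeat reads and aligned the rest with STAR (versions 2.4.0 and 2.5.2 named) to hg38 or mm10, called C-to-U sites with SAILOR and called clusters of sites with FLARE. For each site the deposited tables hold the count of edited and of all reads, the edited fraction, and a confidence score between 0 and 1. For each cluster the deposited tables hold a signal, a value close to its read coverage, and a list of values between 0 and 1 that resemble p values (unit other, not stated by the authors). Confident clusters were deposited as lists after intersection of 3 replicates with bedtools. The names of those lists do not define fixation, which was taken from matching their intervals to the libraries. The reference C was checked at the sites of every library and was found at 100% of sites on its own genome and at most 21.2% on the other, so coordinates were used without conversion. Genes and regions were taken from Gencode annotation of the same builds, and sites on other contigs (0.0343% to 2.38% of a library of the groups) were left out of gene counts.

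Depth per library was 134011 to 371175 edited reads in the groups and 215554 to 1106166 in the dilution series. In every brain library the gene Gm26917 held most, with 5.63% to 10.2% of the edited reads in genes. Buffer-only brain libraries, which hold no enzyme, stood at 8.13% to 9.39% there, so these reads do not mark APOBEC1. The exact number of reads sequenced for each library is not given. Median coverage at a site was 11 to 15 reads in the groups, so that 1 edited read already sets the edited share of a site to several percent. Single genes with few edited reads are imprecise, and errors are given as SD over libraries or SE of the fit. Replicates of a group correlated at 0.81 to 0.867 (PFA), 0.794 to 0.897 (MeOH) and 0.761 to 0.891 (brain) on the log2 scale of edited reads relative to the library total.

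Counts of sites and clusters, shares of sites with A or U 5' of the C, shares of clusters by region and with UGCAUG or UGUGUG, and the density of sites near a motif were computed per library. Shares by region per library are of the clusters in introns, coding sequence, UTRs and non-coding exons, without intergenic clusters. The density is edited cytosines per cytosine within 50 nt of a motif divided by that at 200 to 500 nt, in 3' UTRs. Groups were compared by two-sided exact permutation tests in which labels were exchanged within PFA, MeOH and brain, with 8000 relabellings over 3 strata (smallest p 0.00025) and 400 over 2 (smallest p 0.005). Adjusted p values are Benjamini-Hochberg over the 78 stratified tests. Library measures recomputed under other settings were not adjusted, and their side of the threshold was judged on the unadjusted p at 0.05. Differences between strata were tested by relabelling after the values had been centred. A first version without centring, between PFA and MeOH, gave none past adjustment, and the centring and the pairs with brain were chosen after seeing it. On simulated data without a difference the centred test gave p of 0.05 or less in 7.4% of 1000 simulations and the first version in 0%.

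Confident clusters were rebuilt from the libraries as clusters of replicate 1 that overlap a cluster of replicates 2 and 3 on the same strand by at least 1 nt, less those that overlap clusters shared by the buffer-only libraries. Of the rebuilt clusters 99.9% to 100% overlapped the deposited lists, and of the deposited clusters after removal of buffer-only ones 90.8% to 98.8% overlapped a rebuilt one. Motif shares were set against 20 random placements in the same exon or intron, with exact binomial 95% intervals. Overlaps between fixations were set against the same placements.

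Edited reads were summed over the sites within each gene on its strand, and 88.4% to 95.4% of the edited reads of a library in the groups fell in 1 gene. Genes were tested with edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr) in R 4.3.3, with 1 fit per stratum over all its groups, at a Benjamini-Hochberg adjusted p of 0.05. Fixations were compared by an interaction over the 24 HEK293T libraries. On simulated data drawn from the mean and spread of each stratum's fitted counts, a 4-fold change was recovered in 100% of changed genes after PFA and after MeOH and 90.3% in brain, and a 2-fold change in 60.3%, 54.4% and 14.5%. Of the genes called there, 6.84%, 7.87% and 4.14% were unchanged genes. These simulations use mean and spread, so they do not cover differences between libraries that many genes share. In brain a split other than the real groups gave 522 genes, so the 4.14% need not hold for the real brain libraries. Gene lists were tested with camera (correlation preset at 0.01, and estimated) and fry of limma 3.58.1. The lists were 10 for human (known RBFOX2 targets, known TDP-43 targets, cytoskeleton and glycolysis, heat shock and stress, replication-dependent histones, mitochondrially encoded, nuclear long non-coding RNA, ribosomal protein, secretory and membrane, spliceosome and hnRNP) and 12 for mouse (known Rbfox targets, astrocyte, choroid with ependymal and blood, endothelial and mural, microglia, mitochondrially encoded, synaptic neuron, neuronal ion channel, nuclear long non-coding RNA, oligodendrocyte, ribosomal protein, spliceosome and hnRNP). Histones in human, and microglia, choroid, mitochondrial and ribosomal lists in brain, had too few measured members for a test. Lists, tests, groups and the alternatives first named below were fixed before the data were examined. The trend over dilutions was tested by exact permutation of all 720 pairings.

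Genes named in the text follow a rule. For each antibody against enzyme-only these are the 12 higher and 6 lower genes with the smallest adjusted p under 0.05 that moved the same way in every replicate, up to 4 members of each list with the smallest p, examples of the study (among them APP, PKM, OGT, TARDBP, NUCKS1, XPO1, Ppp3ca and Klc1), and the gene of the antibody's own target. For clusters the rule takes the 10 genes with most confident clusters, and for the other contrasts the 5 with the smallest p each way. Of the genes the rule takes, the text prints a part, which was chosen, as were Rbfox3 and the single clusters of a gene, after values were seen.

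The values were recomputed with DESeq2 1.42.0, no TMM, no filter, replicate number as a block, exonic sites, scores of at least 0.95, at least 2 edited reads, edited against unedited reads, stricter clusters, 50% overlap, other background and starting replicate, the deposited lists, longer clusters, shorter motifs, placement within 1000 nt, a 100 nt window, introns, division by summed coverage, and each replicate left out in turn. Others chosen after seeing the data left out libraries that stood apart and counted sites in place of edited reads. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the rest.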

Results

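The data are C-to-U edits written into RNA by APOBEC1 fused to a nanobody against rabbit IgG (APO1-Nb). In fixed cells the nanobody docks on an antibody against an RNA-binding protein, so that cytosines near the protein can be edited. RBFOX2, a splicing regulator that binds UGCAUG, and TDP-43, an RNA-binding protein that binds UG repeats, were targeted in HEK293T cells, a human embryonic kidney line, after fixation with paraformaldehyde (PFA) or methanol (MeOH). RBFOX2 was also targeted in methanol-fixed mouse brain slices. Each antibody had 2 controls, enzyme-only samples that lacked the primary antibody and buffer-only samples that lacked both antibody and enzyme. The 39 libraries formed 11 groups of 3, with 24 HEK293T and 9 brain libraries, and a series of 6 RBFOX2 libraries with 1 library per APO1-Nb dilution. The libraries of the groups held 134011 to 371175 edited reads at 95520 to 302169 edit sites. The median coverage of a site was 11 to 15 reads, and 67.8% to 93.2% of the sites of a library rested on 1 edited read.

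The first question was whether an antibody added edits over the untargeted enzyme. On average, anti-RBFOX2 libraries held more edit sites than enzyme-only libraries in HEK293T cells fixed either way and in brain, although brain enzyme-only replicate 2 held 221448, more than each brain RBFOX2 library. The mean was 193821 ± 27491.5 sites (SD, n = 3) against 137292 ± 21387 after PFA, 271174 ± 25097.5 against 184505 ± 24917 after MeOH, and 197780 ± 16549.7 against 160139 ± 57811 in brain. Across the 3 strata the fold was 1.39, with all 9 RBFOX2 libraries above their enzyme-only mean (exact permutation test within strata, two-sided p = 0.00175, adjusted p = 0.00758 over a family of 78 tests). Anti-TDP-43 libraries held 179163 ± 22752 sites after PFA and 263074 ± 49729 after MeOH (n = 3), a fold of 1.36 over enzyme-only in 6 of 6 libraries (exact permutation p = 0.015, adjusted p = 0.0279). Edit clusters, the intervals called around edits in each library, of which 63.4% to 87.4% held 1 edited read, rose with RBFOX2 by 1.32-fold (exact permutation p = 0.00375, adjusted p = 0.0103) and with TDP-43 by 1.30-fold (exact permutation p = 0.02, adjusted p = 0.0355). Enzyme-only and buffer-only libraries differed by 1.15-fold in sites (7 of 9 above, exact permutation p = 0.149) and 1.11-fold in clusters (6 of 9 above, exact permutation p = 0.27), neither past the threshold. Sites passed it with at least 2 edited reads (0.46 on the log2 scale, exact permutation p = 0.0095), with scores of at least 0.95 (0.40, exact permutation p = 0.003), divided by summed coverage (0.07, exact permutation p = 0.0075), without brain enzyme-only replicate 1 (0.29, exact permutation p = 0.0495) and without the 4 libraries that stood apart (0.42, exact permutation p = 0.0238), as did clusters without these 4 (0.34, exact permutation p = 0.0388). Within a single stratum, 3 libraries against 3 cannot give a p under 0.1. The 2 antibodies differed from each other by 1.06-fold in sites (exact permutation p = 0.465). Divided by the coverage summed over called sites, which itself grows with the number of sites called, the RBFOX2 differences were not past the threshold (sites 0.02 on the log2 scale, exact permutation p = 0.534, clusters -0.05, exact permutation p = 0.0548) and those of TDP-43 turned around (sites -0.07, exact permutation p = 0.02, clusters -0.13, exact permutation p = 0.01), and sequencing depth per library is not given in the deposited data. The RBFOX2 difference was not past the threshold in sites with at least 2 edited reads (0.29 on the log2 scale, exact permutation p = 0.0863) or in clusters without the 4 libraries that stood apart, which leaves 1 enzyme-only library in brain (0.21, exact permutation p = 0.106), nor was the TDP-43 difference in clusters scored at or above the median (0.21, exact permutation p = 0.085).

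**Figure D1:**
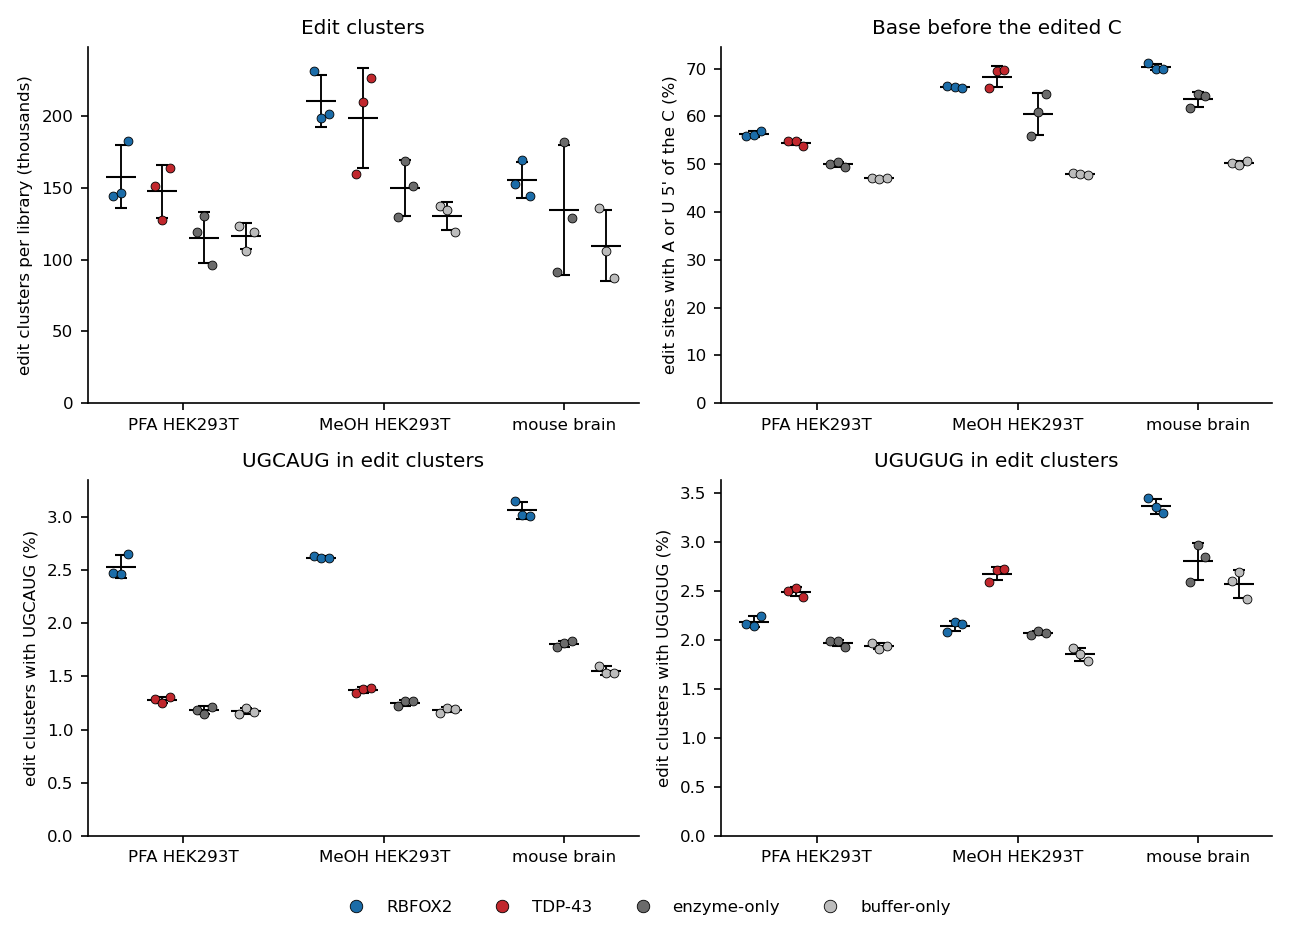
Edit clusters per library, percent of edit sites with A or U just 5' of the C, and percent of edit clusters with UGCAUG or UGUGUG, per group in PFA-fixed and MeOH-fixed HEK293T cells and in brain. Points are libraries, bars mean and SD of 3. UGCAUG stood at 2.46% to 3.15% of clusters in RBFOX2 libraries and at 1.84% or less in every other library.

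The base before the edited C, where APOBEC1 is known to prefer A or U, separated enzyme from buffer. Buffer-only libraries had A or U 5' of the C at 47.1% ± 0.129 of sites after PFA, 48.0% ± 0.279 after MeOH and 50.3% ± 0.379 in brain (SD, n = 3). Enzyme-only libraries stood at 49.96% ± 0.43, 60.6% ± 4.4 and 63.6% ± 1.64. RBFOX2 libraries stood at 56.3% ± 0.582, 66.2% ± 0.183 and 70.4% ± 0.694, and TDP-43 libraries at 54.5% ± 0.519 after PFA and 68.4% ± 2.16 after MeOH. The rise from buffer-only to enzyme-only was 9.59 points and that from enzyme-only to RBFOX2 6.27 points, each in 9 of 9 libraries (exact permutation p = 0.00025, the smallest possible, adjusted p = 0.00163). TDP-43 lay 6.18 points over enzyme-only in 6 of 6 libraries (exact permutation p = 0.005, the smallest possible, adjusted p = 0.0103). RBFOX2 and TDP-43 libraries differed by -0.174 points (exact permutation p = 0.86).

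Each antibody moved edits towards the motif of its own protein. UGCAUG occurred in 2.53% ± 0.108, 2.62% ± 0.0116 and 3.06% ± 0.0778 of RBFOX2 clusters after PFA, after MeOH and in brain, against 1.18% ± 0.0369, 1.25% ± 0.0286 and 1.81% ± 0.0287 of enzyme-only clusters (SD, n = 3). The mean difference was 1.32 points, in 9 of 9 libraries (exact permutation p = 0.00025, the smallest possible, adjusted p = 0.00163). UGUGUG occurred in 2.49% ± 0.0472 of TDP-43 clusters after PFA and 2.68% ± 0.071 after MeOH, against 1.97% ± 0.0328 and 2.07% ± 0.02 of enzyme-only clusters, a difference of 0.563 points in 6 of 6 libraries (exact permutation p = 0.005, adjusted p = 0.0103). The other protein's motif also rose, by 0.11 points for UGCAUG with TDP-43 (6 of 6, exact permutation p = 0.005, adjusted p = 0.0103, but 0.0409 points with exact permutation p = 0.545 for GCAUG) and by 0.282 points for UGUGUG with RBFOX2 (9 of 9, exact permutation p = 0.0005, adjusted p = 0.0026). The RBFOX2 difference in UGUGUG was 0.564 points in brain and 0.0677 points after MeOH. Enzyme-only clusters held UGCAUG in 0.109 points more clusters than buffer-only ones (8 of 9, exact permutation p = 0.00475, adjusted p = 0.0103). This difference was 0.253 points in brain, 0.0638 after MeOH and 0.00906 after PFA.

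Within 3' UTRs, edits of RBFOX2 libraries concentrated around UGCAUG. The density of edited cytosines within 50 nt of the motif over that at 200 to 500 nt was 1.73 ± 0.0258 after PFA, 1.69 ± 0.043 after MeOH and 1.51 ± 0.0512 in brain, against 1.01 ± 0.0695, 1.07 ± 0.00688 and 1.15 ± 0.0879 in enzyme-only libraries (SD, n = 3; exact permutation p = 0.00025, adjusted p = 0.00163, 9 of 9). Around UGUGUG the density was 1.28 ± 0.0404 and 1.42 ± 0.019 in TDP-43 libraries against 0.978 ± 0.0875 and 0.914 ± 0.0566 (exact permutation p = 0.005, adjusted p = 0.0103, 6 of 6). RBFOX2 libraries differed from enzyme-only near UGUGUG by -0.00112 in 3' UTRs (exact permutation p = 0.973) but by 0.0703 in introns (exact permutation p = 0.00525), and TDP-43 libraries near UGCAUG by 0.0682 (5 of 6, exact permutation p = 0.045, adjusted p = 0.0688).

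**Figure D2:**
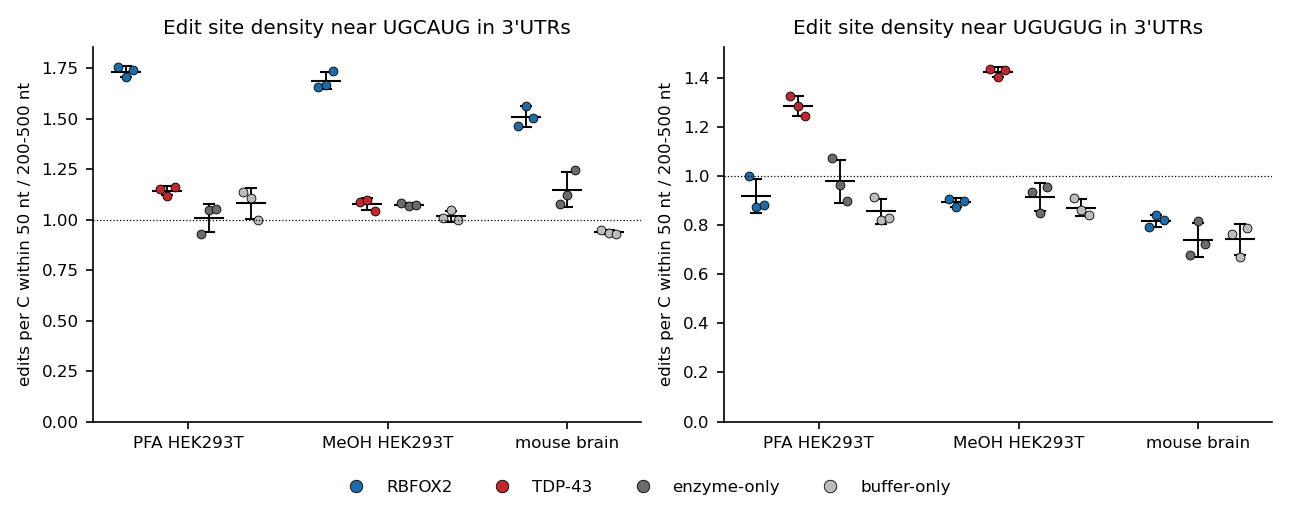
Density of edited cytosines within 50 nt of UGCAUG or UGUGUG divided by the density at 200 to 500 nt, in 3' UTRs, for each group in PFA-fixed and MeOH-fixed HEK293T cells and in brain. Points are libraries, bars mean and SD of 3, and the dotted line marks a ratio of 1. RBFOX2 libraries lie between 1.46 and 1.76 around UGCAUG and TDP-43 libraries between 1.24 and 1.44 around UGUGUG.

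Introns held the largest share of the clusters called per library in every group, with intergenic clusters left out of the total. In RBFOX2 libraries 73.6% ± 1.74, 69.8% ± 1.45 and 74.8% ± 1.67 of clusters lay in introns after PFA, after MeOH and in brain, a mean of 3.57 points over enzyme-only (9 of 9, exact permutation p = 0.0055, adjusted p = 0.011), or 2.26 points without the 4 libraries that stood apart (exact permutation p = 0.075) and 1.86 points in clusters scored at or above the median (exact permutation p = 0.061). Coding sequence held 14.2% of RBFOX2 clusters on average, which fell by 3.34 points against enzyme-only (0 of 9 above, exact permutation p = 0.0005, adjusted p = 0.0026). The 3' UTR share of RBFOX2 clusters differed from enzyme-only by 0.128 points (exact permutation p = 0.679). TDP-43 clusters had more 3' UTR than RBFOX2 clusters, at 11.6% against 10.5% (exact permutation p = 0.01, adjusted p = 0.019, 0 of 6 RBFOX2 libraries above). Shares in 5' UTRs and non-coding exons fell by 0.243 points and by 0.114 points with RBFOX2 (0 of 9 above for each, exact permutation p = 0.001 and 0.002, adjusted p = 0.00459 and 0.00821), and the share in non-coding exons fell by 0.131 points with TDP-43 (0 of 6 above, exact permutation p = 0.03, adjusted p = 0.0488). In clusters scored at or above the median this TDP-43 difference was -0.126 points, not past the threshold (exact permutation p = 0.065). Against enzyme-only the shares of TDP-43 clusters in introns (1.73 points), coding sequence (-2.33), 3' UTRs (0.933) and 5' UTRs (-0.201) were not past the threshold. In clusters scored at or above the median, introns turned to -1.42 points (exact permutation p = 0.4) and 3' UTRs reached 2.21 (exact permutation p = 0.045, unadjusted). Without the libraries that stood apart, coding sequence stood at -2.46 points and 5' UTRs at -0.185 (exact permutation p = 0.0333 and 0.0167, unadjusted).

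Clusters found in all 3 replicates, less those that met a cluster shared by the 3 buffer-only libraries, are called confident clusters here and numbered 2726 for RBFOX2, 2318 for TDP-43 and 1512 for enzyme-only after PFA, 5373, 5500 and 2000 after MeOH, and 2625 and 1125 for RBFOX2 and enzyme-only in brain. Many met a cluster of a single buffer-only library, and without these 1471, 1159 and 696 were left after PFA, 3371, 3619 and 1093 after MeOH, and 1776 and 702 in brain. UGCAUG lay in 12.1% of RBFOX2 clusters after PFA (95% exact interval 10.9% to 13.4%), 11.6% after MeOH (10.8% to 12.5%) and 13.8% in brain (12.5% to 15.1%), which is 3.84, 4.10 and 3.53 times the mean of 20 random placements in the same exon or intron. With 1 replicate left out these shares were 5.32% to 5.63%, 5.61% to 5.88% and 6.18% to 6.36% (2.56 to 3.16 times the placements), and in clusters scored at or above the median 20.6%, 25.6% and 34.3%. Enzyme-only clusters held UGCAUG in 1.19%, 1.40% and 2.49%, no more than the highest of their placements, with brain at 1.41 times their mean and above the highest without replicate 1 (2.32% against 2.05%). UGUGUG lay in 6.51% of TDP-43 clusters after PFA (5.54% to 7.60%) and 8.02% after MeOH (7.31% to 8.77%), 1.39 and 1.95 times the placements, with 3.69% to 3.91% and 4.36% to 4.72% when 1 replicate was left out and 11.8% and 17.5% in clusters scored at or above the median. In enzyme-only clusters it lay in 2.12% after PFA, 0.759 times the placements, and in 2.95% after MeOH, 1.22 times the placements and just above the highest of them (2.9%), which fell to between 0.864 and 0.994 times with stricter or longer clusters, GUGUG or any 1 replicate left out. Brain RBFOX2 clusters held UGUGUG in 7.96%, 1.46 times the placements. With 1 replicate left out this share was 4.52% to 4.86% (1.11 to 1.19 times), and in clusters scored at or above the median 20.2%. MeOH TDP-43 clusters held UGCAUG in 2.80%, 1.40 times the placements, though not above the highest placement with GCAUG (1.034 times) or an overlap of at least 50% (1.17 times). With 1 replicate left out that share was 1.81% to 1.95% (1.19 to 1.24 times). The 3' UTR share of confident clusters was 32.998% for RBFOX2 and 42.8% for TDP-43 after MeOH, and 10.3% and 13.1% after PFA, against 48.4%, 33.9%, 68.6% and 58.3% in introns. Unlike the shares per library, these include intergenic clusters in the total (at most 0.595% of a group). A group has 1 confident list, so these counts have no replicate error, and intervals cover counting error only. Clusters of replicate 1 placed at random in their own exon or intron met the other replicates in 3778 cases for MeOH RBFOX2, against 6333 observed before buffer-only clusters were removed.

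**Figure D3:**
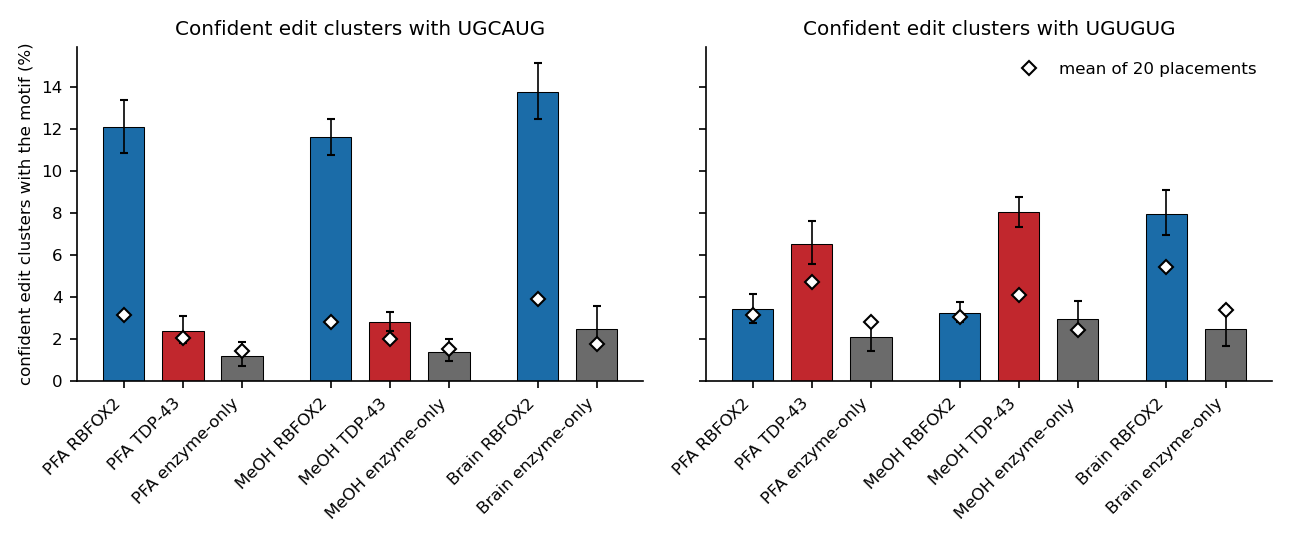
Percent of confident edit clusters that hold UGCAUG or UGUGUG in RBFOX2, TDP-43 and enzyme-only groups of each stratum. Bars are shares with 95% exact binomial intervals and diamonds the mean of 20 random placements, with UGCAUG at 11.6% to 13.8% in the 3 RBFOX2 groups.

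Named genes carried confident clusters, some of them with a motif. In OGT, the O-GlcNAc transferase gene, the intronic cluster at chromosome X, 71546173 to 71546247 (hg38, plus strand), reads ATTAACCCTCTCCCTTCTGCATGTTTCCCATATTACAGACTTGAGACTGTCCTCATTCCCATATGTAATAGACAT and held 14, 14 and 16 edited reads in the MeOH RBFOX2 replicates against 2, 2 and 0 in enzyme-only. After PFA the overlapping OGT cluster held 6, 12 and 16 edited reads against 0 in each enzyme-only replicate. APP, the amyloid precursor protein gene, had a 3' UTR cluster with UGCAUG at chromosome 21, 25881226 to 25881495, with 17, 15 and 13 edited reads after MeOH against 0. PKM, a pyruvate kinase gene, had an intronic cluster with UGCAUG at chromosome 15, 72203835 to 72203954, with 4, 12 and 6 against 0. In NUCKS1 the 3' UTR cluster at chromosome 1, 205713993 to 205714262, held 2 UGUGUG and 27, 32 and 46 edited reads in the MeOH TDP-43 replicates against 0 in enzyme-only. TARDBP, the gene of TDP-43 itself, had 3' UTR clusters at chromosome 1, 11023340 to 11023444 (13, 8 and 9 edited reads against 2, 0 and 0) and 11023670 to 11023774 (13, 17 and 13 against 0). XPO1, a nuclear export receptor gene, had a 5' UTR cluster without UGUGUG at chromosome 2, 61537638 to 61537727, with 28, 60 and 60 edited reads against 0, 8 and 0 in enzyme-only and 8, 9 and 7 in RBFOX2. By number of confident clusters, SLIT2 led RBFOX2 after MeOH with 33 (11 in enzyme-only), followed by FTX with 18, ENAH with 16 and AMOT with 14, and it led after PFA with 11 (6 in enzyme-only). TDP-43 clusters after MeOH were most frequent in SLIT2 with 18 and MIR924HG with 16. After PFA, MAPK8IP3 had 8 TDP-43 clusters, of which 6 held UGUGUG.

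Edited reads summed per gene asked which transcripts gained edits with anti-RBFOX2. After MeOH, MALAT1, a nuclear long non-coding RNA, rose by 4.15 ± 0.42 (log2 ± SE, adjusted p = 2.78e-10), from 2.0 ± 0 to 55.3 ± 12.9 edited reads (mean ± SD, n = 3). ZNF703, a transcriptional corepressor gene, rose by 3.01 ± 0.44 (adjusted p = 1.65e-05), and the antisense RNA MMP25-AS1 by 1.89 ± 0.32 (adjusted p = 0.000348). KIDINS220 (1.46), FMR1 (1.26), which encodes the RNA-binding protein FMRP, and GPD2 (1.83) also rose. After PFA, MMP25-AS1 rose by 1.71 ± 0.20 (adjusted p = 1.63e-10, 115 ± 12.6 against 25 ± 2 edited reads), with CDH24, a cadherin gene (2.35), SNAP47 (1.01), FHL1 (2.08), TRIP10 (1.54), ARID1B, a chromatin remodelling gene (0.64), and TNIK, a kinase gene (1.29). In all, edgeR called 12 of 5910 genes after PFA (7 higher, 5 lower) and 8 of 7345 after MeOH (6 higher, 2 lower) at an adjusted p under 0.05. Among the genes that fell were TRIM28 (-2.22), KMT2D (-0.66), MT-ND5 (-0.64) and RPS2P55 (-6.63) after PFA, and TRMT61A (-2.52) and MT-ATP6 (-3.76) after MeOH. RPS2P55 is a ribosomal protein pseudogene and the mitochondrial genes have nuclear copies, so their reads are uncertain. The MT-ATP6 value rests on 1 enzyme-only library (85.3 ± 142 edited reads). APP, PKM and OGT were not past the threshold (0.51, 0.41 and 0.09 after PFA, 0.23, 0.39 and 0.18 after MeOH), nor was RBFOX2 itself (0.48 and -0.15).

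As a group, known RBFOX2 targets, a list fixed before the data were examined, shifted up after PFA. Of 37 genes 32 were measured, 0 were called and 3 were higher when adjusted over the list alone, with a median of 0.20 (camera adjusted p = 0.00807, adjusted p = 0.0471 with an estimated correlation, fry adjusted p = 0.000268). NUMB (1.06), RALGPS2 (1.67) and EPB41L2 (0.72) were its members with the smallest p. After MeOH 35 were measured, 0 were called and 2 were higher over the list alone, with a median of 0.18 (camera adjusted p = 0.0542). The list includes APP, PKM and OGT, which the study shows as examples from these libraries. None of the other 8 lists tested passed camera for RBFOX2 in either fixation: known TDP-43 targets (TNIK higher after PFA, MALAT1 higher after MeOH), nuclear long non-coding RNAs (MALAT1 higher after MeOH), mitochondrially encoded genes (1 lower in each fixation), spliceosome and hnRNP genes, ribosomal protein genes, secretory and membrane genes, heat shock and stress genes, and cytoskeleton and glycolysis genes, the last 5 with 0 called. In a test of edited against unedited reads at called sites, edgeR called 0 genes after PFA (240 at an unadjusted p under 0.05) and 1 after MeOH, which was not among the 8. A gene that gains sites in that test also gains the unedited reads over them. DESeq2 called 2 genes after PFA and 5 after MeOH, all among edgeR's. After PFA the edgeR count was 10 with sites counted in place of edited reads, 3 of 1963 genes with exonic sites and 2 of 1799 with scores of at least 0.95. After MeOH these counts were 3, 10 of 4089 genes and 3 of 2475. Without PFA enzyme-only replicate 3 the PFA count was 6, and without MeOH enzyme-only replicate 1 or RBFOX2 replicate 2 the MeOH count was 5 each. Without MeOH enzyme-only replicate 3 the known RBFOX2 targets had a camera adjusted p of 0.0146. With 1 library left out after PFA, the lowest was 0.0282 for mitochondrially encoded genes, 0.0327 for known TDP-43 targets and 0.0457 for secretory and membrane genes.

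After MeOH edgeR called 49 genes for anti-TDP-43 (35 higher, 14 lower). The count was 12 with sites counted in place of edited reads and 3 of 2475 genes with scores of at least 0.95. It was 67 with exonic sites or a replicate block and 66 without a filter. TARDBP rose by 1.66 ± 0.25 (adjusted p = 5.83e-05), from 17.3 ± 4.51 to 82.3 ± 20.5 edited reads, and NUCKS1, a chromatin-associated protein gene, by 1.20 ± 0.18 (adjusted p = 6.03e-05), from 45 ± 12.8 to 154 ± 20.8 (n = 3). XPO1 rose by 0.73 ± 0.15 (adjusted p = 0.00611). RDX, a gene of the actin-membrane linker radixin (1.55 ± 0.28), TOMM20, a mitochondrial import receptor gene (1.40 ± 0.26), CBX3, a heterochromatin protein gene (1.60 ± 0.29), and the non-coding RNA NORAD (1.65 ± 0.30) each rose with an adjusted p of 0.00102. RAP2A (1.80), NUS1 (1.45), MTPN (1.38), PAGR1 (1.75), ATXN7L3B (1.83) and MALAT1 (2.57) completed the 12 named first. TMEM104 (-1.21), DGKD (-1.05), ST6GALNAC4 (-2.42) and ZNF787 (-1.55) fell, as did MT-ATP6 (-4.08) and the duplicated locus ENSG00000274276 (-0.81), both uncertain. Of 34 known TDP-43 targets 26 were measured and 4 rose (TARDBP, NUCKS1, XPO1 and MALAT1), with 5 higher and 2 lower when adjusted over the list alone. The list median was -0.06, its mean 0.15 and its test pointed up (camera adjusted p = 0.313). The list includes genes the study shows as examples from these libraries, so their direction is not independent. Among other lists, NORAD and MALAT1 rose of 12 nuclear long non-coding RNAs, LDHB (1.33) of 14 cytoskeleton and glycolysis genes, and HNRNPH1 (1.05) of 39 spliceosome and hnRNP genes and of 35 known RBFOX2 targets. No list passed camera (mitochondrially encoded genes had an adjusted p of 0.0261 without enzyme-only replicate 1), and ribosomal protein, heat shock and secretory genes had 0 called.

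After PFA edgeR called 7 genes for TDP-43. NUMBL (1.70 ± 0.32, adjusted p = 0.000996), LINC02814 (1.20) and the kinase gene TLK2 (0.77) rose, and NEURL4 (-1.53), DTX2 (-0.77), ENSG00000276997 (-2.09) and RPS2P55 (-2.27) fell. TARDBP was at 1.21 ± 0.35 (adjusted p = 0.238) and TNIK at 1.28 ± 0.32 (adjusted p = 0.0544). None of the 9 lists passed camera, with known TDP-43 targets at an adjusted p of 0.0871 (0.0147 without enzyme-only replicate 3 and 0.0262 without TDP-43 replicate 3) and spliceosome and hnRNP genes at 0.0117 without enzyme-only replicate 2. Without TDP-43 replicate 1 the PFA count was 0, without enzyme-only replicate 1 it was 2, and without enzyme-only replicate 2 or TDP-43 replicate 2 it was 3 each. Both antibodies share their enzyme-only libraries, so MALAT1, MT-ATP6 and RPS2P55, called for both, are not independent between them. For TDP-43 the test against unedited reads called 0 genes in either fixation (244 after PFA and 431 after MeOH at an unadjusted p under 0.05), and DESeq2 called 0 and 15. After MeOH, TDP-43 replicate 1 and enzyme-only replicate 1 stood apart with 3679 and 3255 reads over the most edited site of HEK293T cells, in MT-CYB, against 8521 to 13422 elsewhere. Without TDP-43 replicate 1 the count was 79, without enzyme-only replicate 2 it was 28, without TDP-43 replicates 2 and 3 it was 23 and 30, and without both replicates 1 it was 53.

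**Figure D4:**
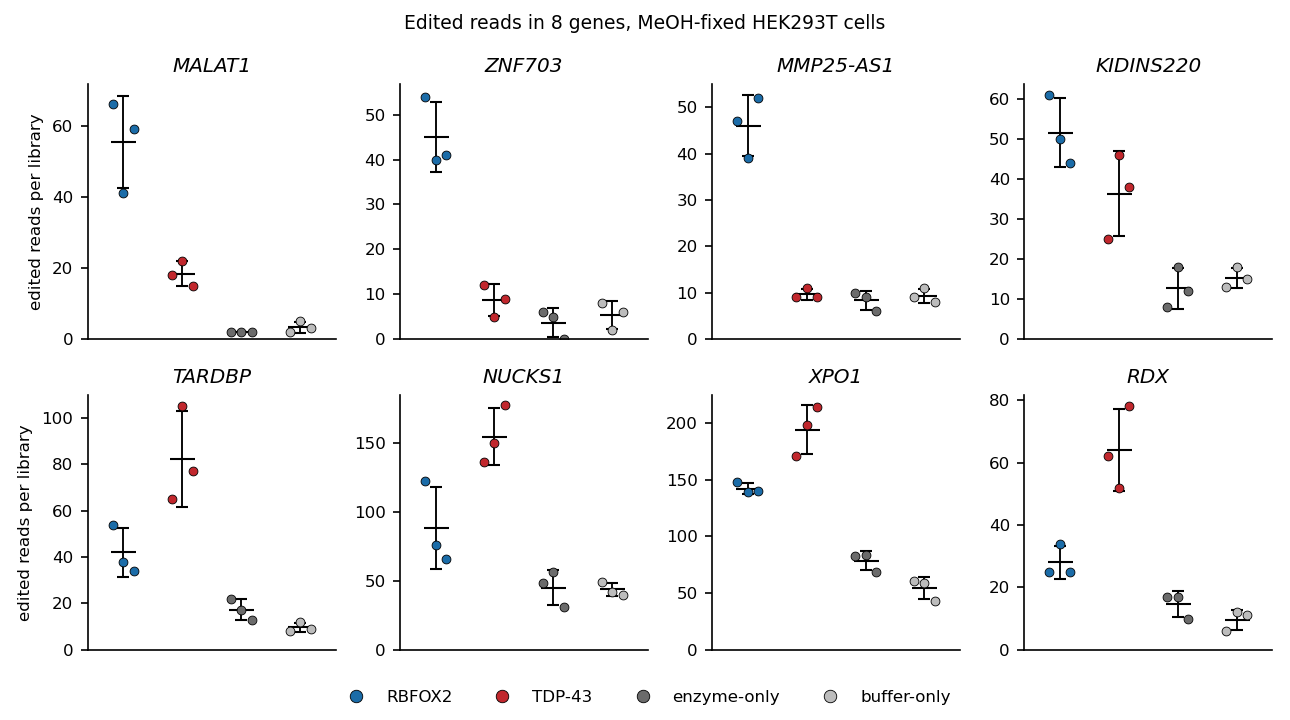
Edited reads per library in 8 genes of MeOH-fixed HEK293T cells, 4 called for RBFOX2 in the upper panels and 4 called for TDP-43 in the lower. Points are libraries of the RBFOX2, TDP-43, enzyme-only and buffer-only groups, bars mean and SD of 3, not scaled to library size. MALAT1 stood at 55.3 in RBFOX2, 18.3 in TDP-43 and 2.0 in enzyme-only libraries.

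The direct comparison of both proteins, which does not pass through the controls, called 17 genes after PFA (9 higher with RBFOX2, 8 lower) and 34 after MeOH (7 higher, 27 lower). MMP25-AS1 was higher with RBFOX2 in both fixations, by 1.87 ± 0.20 (adjusted p = 4.75e-13) and 2.24 ± 0.31 (adjusted p = 2.59e-06), as was SNAP47, by 0.92 and 0.95. CALM3, a calmodulin gene (2.07), TRIP10 (1.58) and ADAM15 (1.21) after PFA and ZNF703 (2.35), MALAT1 (1.58) and DGKD (0.99) after MeOH were higher with RBFOX2. IRS4, an insulin receptor substrate gene (-2.32 ± 0.30, adjusted p = 1.3e-06), NUMBL (-1.97), PAGR1 (-2.27), ARF3 (-1.92) and PTP4A2 (-2.18) were lower with RBFOX2 after MeOH, and DVL1 (-1.41), MAPK8IP3 (-0.89), SCNN1D (-0.93), the repeated small nucleolar RNA gene SNORD3C (-0.65) and RPS2P55 (-4.36) after PFA, the last 2 uncertain. Against unedited reads edgeR called 0 genes after PFA (180 at an unadjusted p under 0.05) and 3 after MeOH, 1 of them among the 34, and DESeq2 called 4 and 16. Without PFA TDP-43 replicate 2 the PFA count was 11, and without MeOH TDP-43 replicate 2, RBFOX2 replicate 1 or RBFOX2 replicate 3 the MeOH count was 20, 21 and 22.

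Enzyme-only and buffer-only libraries, the background of the untargeted enzyme, differed in 1 gene after PFA (RPS2P55, 4.95) and 1 after MeOH (MT-ATP6, 4.13, resting on the same enzyme-only library as above). In brain edgeR called 0 (369 at an unadjusted p under 0.05) and DESeq2 called 0. The genes with the next smallest p were not past the threshold, among them NPDC1 (-1.02) after PFA, SRSF1 (2.24), CBX5 (1.10) and MT-CYB (-0.73) after MeOH, and Meis2 (1.79) and Sphkap (-1.44) in brain. Without MeOH enzyme-only replicate 1, 2 or 3 the MeOH count was 18, 6 and 2, without buffer-only replicate 1, 2 or 3 it was 0, 2 and 4, and without replicate 1 of both TDP-43 and enzyme-only it was 35. Without brain enzyme-only replicate 2 the brain count was 25, and without PFA buffer-only replicate 1 or enzyme-only replicate 1 the PFA count was 3 and 2.

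In brain, Malat1 rose with anti-RBFOX2 by 4.27 ± 0.56 (log2 ± SE, adjusted p = 0.00607), from 2.0 ± 1.73 to 46.7 ± 9.02 edited reads (n = 3), the 1 gene of 4840 called by edgeR. With sites counted in place of edited reads edgeR called 0 of 3762 genes, while Malat1 was among the 8 called with exonic sites. Meg3, another nuclear long non-coding RNA, stood at 117 ± 5.77 against 47 ± 6.93 edited reads (1.11 ± 0.25, adjusted p = 0.415). Of the study's examples, Ppp3ca, a calcineurin subunit gene, was at 0.48 ± 0.20 and Klc1, a kinesin light chain gene, at 0.52 ± 0.23 (adjusted p = 0.786 each), and Rbfox2 at 0.38 ± 0.19 (adjusted p = 0.786). Confident clusters in them, by definition found in all 3 RBFOX2 replicates, were picked after values were seen. Ppp3ca had a 3' UTR cluster with UGCAUG at chromosome 3, 136936425 to 136936814 (mm10, plus strand), with 58, 17 and 11 edited reads in the RBFOX2 replicates against 0, 1 and 5, and another at 136936260 to 136936364 with 18, 13 and 18 against 0, 2 and 0. Klc1 had an intronic cluster with UGCAUG at chromosome 12, 111790522 to 111790641, with 9, 2 and 5 against 0, 0 and 2. Rbfox1, the gene of a paralog of RBFOX2, held 70 confident clusters, 16 of them with UGCAUG (20 clusters in enzyme-only), before Kcnip4, the gene of a protein that binds potassium channels, with 31 and the potassium channel gene Kcnma1 with 23, and Rbfox3 held 15.

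All 36 known Rbfox targets of the mouse list were measured, with 0 called and a median of 0.18 (camera adjusted p = 0.0331, adjusted p = 0.204 with an estimated correlation, fry adjusted p = 0.0454). The list includes Ppp3ca and Klc1, which the study shows from these libraries. Neuronal ion channel genes (26 of 26 measured, median 0.28, camera adjusted p = 0.0557) and oligodendrocyte genes (9 of 24, median -0.45, camera adjusted p = 0.0557) were not past the threshold, nor were synaptic, astrocyte, endothelial and spliceosome genes, each with 0 called. Of nuclear long non-coding RNAs Malat1 was called. Microglia had 0 measured genes and choroid, ependymal and blood cells 1. Synaptic genes varied between slices of a group more than 99.8% of random lists and oligodendrocyte genes more than 94.9%, with synaptic genes of enzyme-only replicate 1 at 0.19 and replicate 2 at -0.25 log2 from their group mean. Without RBFOX2 replicate 1 edgeR called 54 genes, and without RBFOX2 replicate 3 it called 2. The known Rbfox targets had a camera adjusted p of 0.15 without RBFOX2 replicate 1 and 0.112 without enzyme-only replicate 2. With 1 library left out, the lowest camera adjusted p was 0.00404 for oligodendrocyte genes, 0.00808 for nuclear long non-coding RNAs, 0.0128 for ion channel genes, 0.0305 for synaptic genes and 0.0411 for spliceosome genes. Slices came from shared animals, so p values over slices are too small. Against unedited reads edgeR called 0 genes (153 at an unadjusted p under 0.05), and DESeq2 called 2, Malat1 among them.

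Fixation was compared by the clusters and genes shared between PFA and MeOH. Of PFA RBFOX2 confident clusters 8.51% (7.49% to 9.62%) overlapped a MeOH RBFOX2 cluster, 3.95 times the mean of 20 placements, and of PFA TDP-43 clusters 6.82% (5.82% to 7.92%) overlapped a MeOH TDP-43 cluster, 3.39 times the placements. Enzyme-only clusters did so in 2.84%, 2.88 times the placements. Within PFA, 8.88% of RBFOX2 clusters overlapped a TDP-43 cluster and 6.42% an enzyme-only cluster, 7.92 and 8.66 times the placements. Within MeOH these overlaps were 7.28% and 2.94%, 3.44 and 4.87 times the placements. The folds between fixations were 2.02 to 2.20 for RBFOX2, 1.88 to 2.02 for TDP-43 and 1.58 to 1.76 for enzyme-only with 1 replicate left out, and 13.3, 10.1 and 7.01 with an overlap of at least 50%. MMP25-AS1 was called higher in both fixations with RBFOX2 and NUMBL was with TDP-43, against 0.00429 and 0.0134 genes for independent lists. The TDP-43 count was 0 with DESeq2, exonic sites, scores of at least 0.95 or edited against unedited reads. It was also 0 without PFA TDP-43 replicate 1, PFA enzyme-only replicate 2, MeOH TDP-43 replicate 2 or MeOH enzyme-only replicate 2 or 3. It stayed at 1 without any other single library of these groups. The RBFOX2 count was 0 with scores of at least 0.95 or edited against unedited reads. Across 5588 genes, which are not independent replicates, the RBFOX2 effects of both fixations correlated with r = 0.276 (rho = 0.285) and the TDP-43 effects with r = 0.157 (rho = 0.163). Counted as edited against unedited reads these values were 0.0766 and 0.0099. A test of the difference between fixations in edgeR called 0 genes for RBFOX2 (384 of 7730 at an unadjusted p under 0.05) and 0 for TDP-43 (499).

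The dilution series asked how edits change with the amount of APO1-Nb. The study does not give the antibody amount for these libraries. From 1:50 to 1:2000 edit sites went from 841951 to 173882 (r = -0.966 with log2 dilution, exact permutation p = 0.00278, adjusted p = 0.0111 over 4 measures, rho = -1.0 with exact permutation p = 0.00278). Edit clusters went from 369674 to 138048 (r = -0.977, exact permutation p = 0.00556, rho = -0.943 with exact permutation p = 0.0167) and the median edited share of a site from 10% to 8.33% (r = -0.93, rho = -0.926, exact permutation p = 0.0333 for each). With scores of at least 0.95 this median was 20% at every dilution. In the series 78.3% to 84.6% of sites rested on 1 edited read, and median coverage went from 11 to 14 reads. The fall of the median therefore cannot be told apart from coverage. Unlike sites and clusters, UGCAUG went up, from 1.67% of clusters at 1:50 to 2.54% at 1:1000 and 2.39% at 1:2000 (r = 0.929, exact permutation p = 0.0139, adjusted p = 0.0185, rho = 0.829 with exact permutation p = 0.0583). Divided by summed coverage, clusters turned to r = 0.849 (exact permutation p = 0.00833) and sites stood at r = -0.712 (exact permutation p = 0.108). Without the 2 dilutions farthest from the median all kept their direction, but 4 libraries cannot give a p under 0.0833. The labels call these libraries mouse brain, while their sites fit the human genome (reference C at 100% of sites, at most 21.2% on the mouse genome), so the sample is taken as human without a cell type.

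**Figure D5:**
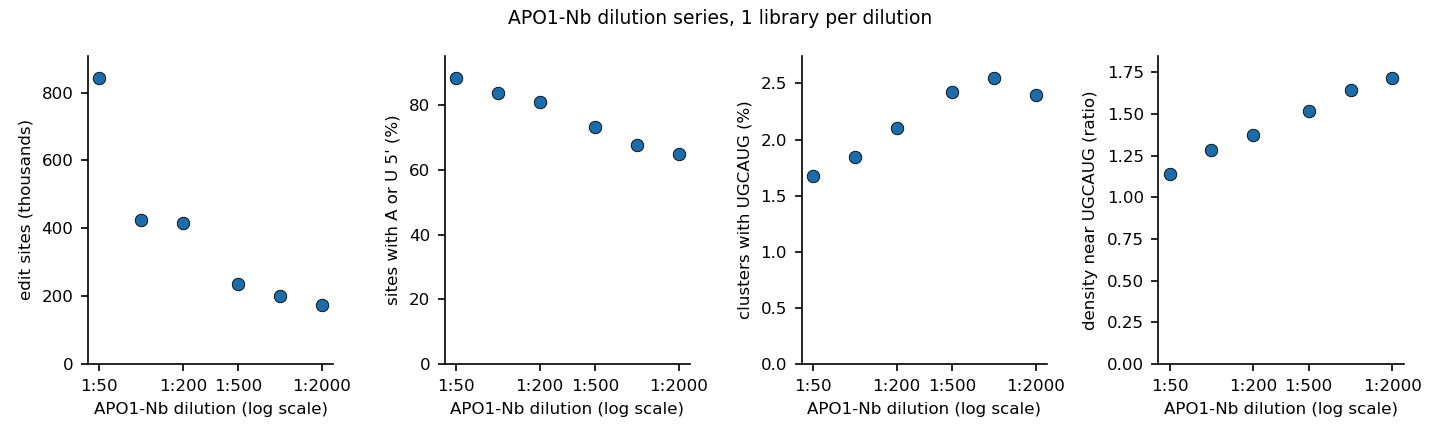
Edit sites, percent of sites with A or U 5' of the C, percent of clusters with UGCAUG, and density ratio near UGCAUG in 3' UTRs, against APO1-Nb dilution on a log axis. Each point is 1 library of 6, with sites going from 841951 to 173882 and the density ratio from 1.14 to 1.71.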

Values the study reported

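The study reported 5,602 confident RBFOX2 edit clusters and 5,751 confident TDP-43 edit clusters in methanol-fixed cells, with 2168 for the enzyme-only control. After PFA fixation it gave 2,970 clusters for RBFOX2 and 2,540 for TDP-43.
For RBFOX2 the study gave around 200,000 edit clusters per replicate, and roughly 120,000 in controls. It found UGCAUG in around 10% of confident RBFOX2 clusters in cells, 4-fold over permuted clusters, and in around 17% of those in methanol-fixed mouse brain. Of the APO1-Nb dilutions, 1:1000 gave its best enrichment of UGCAUG.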

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

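All tests of a difference between strata in this part were put into their final form after the results of a first version had been seen, and their tests of explanations are named as chosen before or after below. A result is listed here because its difference between 2 groups was itself different in 2 strata (exact permutation p = 0.005, the smallest 400 relabellings can give, adjusted p = 0.0339 over 156 tests for each). Fixation, tissue and species change together between brain and PFA-fixed cells, and tissue and species between brain and MeOH-fixed cells, so these sources cannot be told apart, and no biological explanation was tested.

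For UGCAUG, the density near the motif rose less with RBFOX2 in brain, at 0.361 against 0.723 after PFA (difference 0.362) and 0.614 after MeOH (difference 0.253). The density with TDP-43 over enzyme-only was 0.133 after PFA and 0.00314 after MeOH (difference 0.13). Between enzyme-only and buffer-only it was 0.211 in brain against -0.0699 after PFA (difference -0.281) and 0.0565 after MeOH (difference -0.155). The UGCAUG share of clusters of enzyme-only over buffer-only libraries was 0.253 points in brain, against 0.00906 after PFA (difference -0.244) and 0.0638 after MeOH (difference -0.19).

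For UGUGUG, the share of clusters with RBFOX2 over enzyme-only was 0.564 points in brain and 0.0677 after MeOH (difference -0.496). Enzyme-only over buffer-only it was 0.222 points after MeOH and 0.0325 after PFA (difference -0.189). The density near UGUGUG of RBFOX2 less TDP-43 was -0.366 after PFA and -0.53 after MeOH (difference 0.164). The share of sites with A or U 5' of the C in enzyme-only over buffer-only libraries was 2.902 points after PFA and 13.3 points in brain (difference -10.4).

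A first pattern to follow up is that clusters recur in the 3 replicates of a group. Single edits scattered at random within their exon or intron, a test chosen after the result was seen, are argued against as the whole cause, since all 11 groups lay above the highest of 20 placements and the lowest ratio to the mean placement was 1.22. Uneven coverage stays open. Its test, with placements within 1000 nt of the cluster, was written before, and the lowest ratio was 1.57. These placements are not held to the exon or intron, and in 11 of 11 groups they met the other replicates less often than placements across the whole exon or intron, so the test cannot decide. Buffer-only groups recur too (1.85, 1.82 and 1.22 times the placements within the exon or intron), so recurrence alone does not mark APOBEC1, and mismapped reads stay open.

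A second pattern is that brain RBFOX2 replicate 1 with enzyme-only replicates 1 and 3, set against the other 3 libraries, gave 522 genes where the real groups gave 1. Repeated counting of reads at a site is argued against as the whole cause, since the same split gave 573 genes with each site counted once. That test cannot tell whether few molecules changed which sites are seen, so this stays open. In enzyme-only replicates 1 and 3, 72.6% and 67.8% of sites rested on 1 edited read, against 80.4% or more in the other brain libraries. RBFOX2 replicate 1, on the same side of the split, stood at 83.5%. A different cell type makeup of the slices stays open. Synaptic genes varied between libraries of a group more than 99.8% of random lists, which was 1 of 5 measured cell type lists above the 95th percentile. Slices of shared animals may differ in the area they hold, which the labels do not give.

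A further pattern is that MeOH TDP-43 replicate 1 and MeOH enzyme-only replicate 1 had 908 and 819 edited reads at the most edited site of HEK293T cells, in MT-CYB, against 2107 or more in the other HEK293T libraries. Fewer reads over the site account for this, with at most 3679 in the 2 libraries against at least 8521 elsewhere. A lower edited share is argued against, since it was up to 25.2% in these 2 libraries and as low as 24.2% elsewhere. Buffer-only HEK293T libraries, which hold no enzyme, stood at 24.2% to 26.3% at this site, so its edited share does not mark APOBEC1. Why MeOH TDP-43 replicate 1 and MeOH enzyme-only replicate 1 hold fewer mitochondrial reads was not tested, and no biological explanation was tested.

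The splits of the libraries, chosen as a test after the counts had been seen, number 10 for 3 against 3 with the real one included, too few for a share under 0.05. For RBFOX2 against enzyme-only the real count and the highest of the other splits were 12 and 1 after PFA, 8 and 2 after MeOH and 1 and 522 in brain, with as many genes in 1, 1 and 2 of the 10 splits. The brain split with 522 points to a structure among the slices. For TDP-43 against enzyme-only they were 7 and 1 after PFA and 49 and 33 after MeOH (1 and 1 of 10), and for RBFOX2 against TDP-43 17 and 1 after PFA and 34 and 0 after MeOH (1 and 1 of 10). Enzyme-only against buffer-only gave 1 and 1 after PFA, 1 and 4 after MeOH and 0 and 0 in brain (4, 10 and 10 of 10, the last fixed by the real count of 0). For the difference between fixations edgeR called 0 genes, so all 40 splits give as many for each antibody whatever the cause, and the comparison decides nothing. The highest of the other splits was 4 for RBFOX2 and 10 for TDP-43.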

How the results depend on the processing

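The settings that left out libraries that stood apart, counted sites per gene, or divided the dilution series by coverage were chosen after the data were seen. Of the library measures, 800 alternatives kept direction and side of the threshold, 36 passed it newly, 31 no longer passed it and 25 turned around. For gene lists these numbers were 397, 21, 4 and 18, and for named genes 3181, 67, 286 and 0. The counts of genes stayed within 1.5 times in 108 alternatives and moved further in 76, and confident clusters did so in 35 and 61. Coverage of 11 to 15 reads at a typical site and 1 edited read at most sites limit single genes, and the cause of a change was not tested except where stated.

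Differences in log2 numbers of sites and clusters, in points of a share and in densities that changed their side or direction were as follows. Sides were judged on the unadjusted p, for the main value too. The main density near UGCAUG with TDP-43 therefore counts as passed here, although its adjusted p was not past the threshold. Without the 4 libraries that stood apart, enzyme-only over buffer-only stood at 0.343 for edit clusters, 0.418 for edit sites, -0.231 for the 5' UTR share, -2.12 for the coding share, -0.105 for the non-coding exon share and 0.0763 for density near UGUGUG. RBFOX2 over enzyme-only then stood at 0.206 for edit clusters (exact permutation p = 0.106) and 2.26 for introns, TDP-43 over enzyme-only at -0.185 for 5' UTRs, -2.46 for coding sequence and 0.0674 for density near UGCAUG, and RBFOX2 over TDP-43 at 1.95 for introns and 0.0284 for non-coding exons. Divided by summed coverage, RBFOX2 over enzyme-only was -0.0532 for edit clusters and 0.0179 for edit sites, TDP-43 over enzyme-only -0.134 and -0.0697, and enzyme-only over buffer-only 0.067 for edit sites. This coverage is summed over called sites, so it rises with their number by construction. With clusters scored at or above the median, TDP-43 over enzyme-only was 0.21 for edit clusters, 2.21 for 3' UTRs, -1.42 for introns and -0.126 for non-coding exons. Enzyme-only over buffer-only was then 0.837 for 3' UTRs and -0.163 for introns, RBFOX2 over TDP-43 -0.0848 for 5' UTRs and -1.82 for coding sequence, and RBFOX2 over enzyme-only 1.86 for introns.

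With at least 2 edited reads at a site, edit sites were 0.459 for enzyme-only over buffer-only, 0.291 for RBFOX2 over enzyme-only and -0.0771 for RBFOX2 over TDP-43. Scores of at least 0.95 gave 0.405 for enzyme-only over buffer-only in edit sites, 0.296 for RBFOX2 over TDP-43 in the A or U share and 0.162 for TDP-43 over enzyme-only in density near UGCAUG. Counting sites for regions gave -0.147 for enzyme-only over buffer-only in 5' UTRs, and for RBFOX2 over TDP-43 -2.04 in coding sequence and 0.0109 in non-coding exons. The motif GCAUG gave 0.0409 for TDP-43 over enzyme-only, and UGUGUG per kb of cluster 0.0403 for enzyme-only over buffer-only. Densities in introns gave 0.0491 near UGCAUG and 0.0376 near UGUGUG for enzyme-only over buffer-only, and 0.0703 near UGUGUG for RBFOX2 over enzyme-only, which was 0.00535 with a window of 100 nt.

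With 1 replicate left out at a time, enzyme-only over buffer-only ranged from 0.115 to 0.291 for edit sites, -0.195 to -0.115 for 5' UTRs, -0.0741 to -0.0367 for non-coding exons, 0.0495 to 0.0793 for density near UGCAUG and 0.0389 to 0.0677 near UGUGUG. TDP-43 over enzyme-only ranged from 0.773 to 1.11 for 3' UTRs, -0.262 to -0.124 for 5' UTRs, -2.99 to -1.80 for coding sequence, -0.162 to -0.106 for non-coding exons and 0.0482 to 0.0791 for density near UGCAUG. RBFOX2 over TDP-43 ranged from -0.146 to -0.037 for 5' UTRs, -2.09 to -0.971 for coding sequence, 1.95 to 3.57 for introns, -0.023 to 0.0284 for non-coding exons and -0.796 to 0.181 for the A or U share. RBFOX2 over enzyme-only near UGUGUG ranged from -0.0146 to 0.0146.

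Confident clusters with an overlap of at least 50% numbered 471 (buffer-only), 497 (enzyme-only) and 1214 (RBFOX2) in brain, 1790 (buffer-only), 1038 (enzyme-only), 2776 (RBFOX2) and 2862 (TDP-43) after MeOH, and 845 (enzyme-only), 1527 (RBFOX2) and 1392 (TDP-43) after PFA. Clusters scored at or above the median gave 157, 116 and 540 in brain, 1167, 316, 1146 and 1322 after MeOH, and 1149 (buffer-only), 350, 680 and 592 after PFA. Removal of clusters that met any buffer-only cluster left 702 enzyme-only in brain, 1093 enzyme-only, 3371 RBFOX2 and 3619 TDP-43 after MeOH, and 696, 1471 and 1159 after PFA. With 2 replicates in place of 3, where fewer have to share a cluster, the counts ranged from 6177 to 8569 (buffer-only), 7085 to 11263 (enzyme-only) and 12911 to 14876 (RBFOX2) in brain. They ranged from 11233 to 12176, 11249 to 14063, 21966 to 24253 and 20231 to 26548 (TDP-43) after MeOH, and from 9989 to 10959, 8236 to 10001, 12754 to 14634 and 11700 to 13754 after PFA.

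Motif folds over placements changed side in enzyme-only clusters, for UGUGUG in RBFOX2 clusters and for UGCAUG in TDP-43 clusters. After MeOH the last was 1.034 with GCAUG and 1.17 with 50% overlap, no longer above the highest placement, and after PFA 1.33 in the deposited lists, 1.28 with clusters extended by 50 nt and 1.56 in clusters scored at or above the median, newly above it. For UGUGUG in MeOH enzyme-only clusters the fold was 0.864 in clusters scored at or above the median, 0.896 with 50% overlap, 0.909 with clusters extended by 50 nt, 1.07 in the deposited lists, 1.085 with placements within 1000 nt (not held to the exon or intron), 0.994 with GUGUG and 0.904 to 0.971 with 2 replicates. Brain enzyme-only clusters had 1.18 in clusters scored at or above the median and 1.22 with 50% overlap. In RBFOX2 clusters after MeOH it was 0.963 with 50% overlap, 0.995 with placements within 1000 nt and 0.92 to 1.05 with 2 replicates, and after PFA 0.901 with GUGUG. With clusters extended by 50 nt the MeOH RBFOX2 fold of UGUGUG was 1.19, newly above the highest placement (9.31% against 8.80%). The UGCAUG fold of enzyme-only clusters was 0.939 in brain with GCAUG, 1.04 after MeOH with clusters extended by 50 nt and 1.02 after PFA in the deposited lists. With 2 replicates it was 1.07 to 1.26 in brain, 1.04 to 1.13 after MeOH and 0.85 to 1.15 after PFA.

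Counts of genes are given in the order RBFOX2 over enzyme-only, TDP-43 over enzyme-only, RBFOX2 over TDP-43 and enzyme-only over buffer-only. After PFA they were 2, 0, 4 and 0 with DESeq2, 0, 0, 0 and 0 with edited against unedited reads, 3, 2, 4 and 2 with exonic sites, and 2, 0 and 2 (first 3) with scores of at least 0.95. With sites counted per gene the last of these was 0. After MeOH they were 5, 15, 16 and 0 with DESeq2, 1, 0, 3 and 0 with edited against unedited reads, 3, 12, 16 and 0 with sites counted, and 3, 3, 4 and 0 with scores of at least 0.95. Enzyme-only over buffer-only was 11 after MeOH with exonic sites, 11 without a filter and 35 without replicate 1 of TDP-43 and enzyme-only. In brain, RBFOX2 over enzyme-only called 2 genes with DESeq2, 8 with exonic sites, 24 without a filter, and 0 with sites counted, with edited against unedited reads or without enzyme-only replicates 1 and 3. Enzyme-only over buffer-only in brain called 1 with exonic sites and 69 without a filter. Same-numbered HEK293T libraries may share a slide, since the study ran its 3 replicates on separate slides, but the labels do not name the slide. In no pair of groups did all 3 same-numbered libraries correlate over 0.1 in their residuals. The highest single values were in MeOH TDP-43 with enzyme-only (0.317, 0.0913 and 0.145) and brain RBFOX2 with enzyme-only (0.369, 0.58 and -0.229), and not every library correlated best with its own number. A replicate block gave 2 genes for RBFOX2 in brain, 11 for enzyme-only over buffer-only after MeOH and 4 for TDP-43 after PFA. The same block moved the camera adjusted p of known Rbfox targets in brain to 0.0534 and of known RBFOX2 targets after MeOH to 0.0423. With 1 replicate left out the counts were 6 to 14, 0 to 7, 11 to 19 and 1 to 3 after PFA and 5 to 11, 23 to 79, 20 to 38 and 0 to 18 after MeOH. In brain they were 1 to 54 for RBFOX2 and 0 to 25 for enzyme-only over buffer-only, and for the difference between fixations 0 to 1 for RBFOX2 and 0 to 2 for TDP-43. Where an arm keeps 2 libraries, their spread is pooled with that of the other groups. Without enzyme-only replicates 1 and 3, as without the 4 libraries that stood apart, brain keeps 1 enzyme-only library, which is assumed to vary like the other groups.

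The brain list of known Rbfox targets had an adjusted p of 0.204 with an estimated correlation, and ion channel genes 0.0256 with fry. With 1 replicate left out, camera adjusted p values in brain were 0.00837 to 0.15 for known Rbfox targets, 0.0305 to 0.973 for synaptic genes, 0.0128 to 0.254 for ion channel genes, 0.00808 to 0.922 for nuclear non-coding RNAs, 0.00404 to 0.178 for oligodendrocyte genes and 0.0411 to 0.543 for spliceosome genes. For RBFOX2 after MeOH they were 0.0146 to 0.408 for known RBFOX2 targets, 0.421 to 0.989 for heat shock genes, 0.216 to 0.859 for mitochondrial genes and 0.216 to 0.989 for spliceosome genes. For RBFOX2 after PFA they were 0.0327 to 0.3995 for known TDP-43 targets, 0.0282 to 0.413 for mitochondrial genes, 0.462 to 0.923 for nuclear non-coding RNAs, 0.0457 to 0.923 for secretory genes and 0.0689 to 0.923 for spliceosome genes. For TDP-43 after MeOH mitochondrial genes had 0.0261 to 0.902 and ribosomal genes 0.318 to 0.901. For TDP-43 after PFA known RBFOX2 targets had 0.634 to 0.998, known TDP-43 targets 0.0147 to 0.341, heat shock genes 0.428 to 0.989, nuclear non-coding RNAs 0.649 to 0.983, ribosomal genes 0.3997 to 0.886 and spliceosome genes 0.0117 to 0.844.

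The correlation of gene effects between fixations was 0.179 for RBFOX2 and 0.0778 for TDP-43 with scores of at least 0.95, 0.186 for RBFOX2 with exonic sites, 0.0766 and 0.00993 with edited against unedited reads, and 0.169 to 0.284 and 0.0907 to 0.187 with 1 replicate left out. In the dilution series r was 0.849 for clusters and -0.712 for sites divided by summed coverage, -0.697, 0.447 and -0.100 for 3' UTRs, coding sequence and introns in clusters scored at or above the median, and -0.33 (introns) and -0.139 (100 nt) for density near UGUGUG. Without the 2 farthest dilutions r was -0.936 for clusters, -0.959 for sites, -0.942 for the median edited share, 0.919 for 3' UTRs, 0.929 for coding sequence, -0.936 for introns, 0.992 for UGCAUG, -0.961 for UGUGUG, -0.99 for A or U and 0.998 for density near UGCAUG. The loss of the threshold there follows from the number of libraries.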

Other observations

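The tests of the motif sides and of the measures added to the dilution series in this part were chosen after the results were seen. Edits lay unevenly on the 2 sides of a motif in 3' UTRs. Around UGCAUG the edited cytosines per cytosine upstream over downstream, within 50 nt, were 0.796 ± 0.0547 after PFA, 0.855 ± 0.0241 after MeOH and 0.867 ± 0.0189 in brain with RBFOX2, against 1.12 ± 0.097, 1.01 ± 0.0546 and 0.999 ± 0.136 in enzyme-only libraries (SD, n = 3). The difference was -0.31 on the log2 scale, with 0 of 9 RBFOX2 libraries above the enzyme-only mean (exact permutation p = 0.00075, adjusted p = 0.0045 over 6 tests). In brain, enzyme-only replicate 2 (0.855) lay below RBFOX2 replicates 2 and 3 (0.865 and 0.887). Around UGUGUG the ratio was 1.20 ± 0.0665 after PFA and 1.23 ± 0.0441 after MeOH with TDP-43, against 1.14 ± 0.0526 and 1.04 ± 0.11 in enzyme-only libraries. The difference was 0.16 on the log2 scale, with 6 of 6 TDP-43 libraries above the enzyme-only mean (exact permutation p = 0.015, adjusted p = 0.045). After PFA, enzyme-only replicate 2 (1.197) lay above TDP-43 replicates 1 and 2 (1.162 and 1.170). Around UGCAUG, TDP-43 differed from enzyme-only by -0.14 (exact permutation p = 0.025, adjusted p = 0.05), and enzyme-only from buffer-only by 0.00 (exact permutation p = 0.948).

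In the dilution series, the share of sites with A or U 5' of the C went from 88.4% at 1:50 to 64.9% at 1:2000 (r = -0.995, exact permutation p = 0.00278, adjusted p = 0.00778 over 7 measures) and the density near UGCAUG from 1.14 to 1.71 (r = 0.997, exact permutation p = 0.00278). The UGUGUG share of clusters went from 2.52% to 2.10% (r = -0.957, exact permutation p = 0.00833), and the density near UGUGUG showed no trend past the threshold (r = 0.235, exact permutation p = 0.697). Introns went from 78.8% to 61.6% of clusters (r = -0.98), coding sequence from 7.97% to 19.2% (r = 0.978) and 3' UTRs from 11.2% to 15.8% (r = 0.971), with an exact permutation p of 0.00556 for each. In clusters scored at or above the median these trends were not past the threshold (r = -0.100, 0.447 and -0.697, exact permutation p = 0.794, 0.35 and 0.122), and that of 3' UTRs turned around.

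Clusters shared by the 3 buffer-only libraries, which hold no enzyme, were counted per gene. The 10 genes with most after MeOH were ENSG00000274333 with 27, DUXAP8 with 26, DUXAP10 with 25, DUXAP9 with 19, ENSG00000283674 with 15, ENSG00000278903 with 14, DDX12B, DDX12P and WASH8P with 13 each and DDX11 with 12. After PFA they were DUXAP8 with 27, DUXAP10 with 26, DUXAP9 with 20, ENSG00000274333 with 19, DDX12B with 18, ENSG00000278903, ENSG00000283674 and WASH9P with 14 each, and D2HGDH and DDX11 with 12 each. The DUXAP, DDX11, DDX12 and WASH loci have close copies, so their reads and edits are uncertain, and no test of duplicated genes as a class was made. In brain, Snhg14 held 28 and Rbfox1 19.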
